A study of Homo sapiens with 10 samples. Its data were reported in "Knowledge graph-based recommendation framework identifies drivers of resistance in EGFR mutant non-small cell lung cancer" (2022).

How the data were processed

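H3K27ac, the acetylation of histone H3 at lysine 27 that marks active promoters and enhancers, was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in H1975, an established human lung adenocarcinoma cell line that carries an activating EGFR mutation. Per the labels, cells were kept under 3 conditions with 3 replicates each, and 1 pooled input library was made from chromatin that was not immunoprecipitated. Cells were crosslinked for 15 min in formaldehyde at 1%, their chromatin was sheared to 300 to 500 bp, and 30 µg of it was immunoprecipitated per library. Reads were single-end and 75 nt long. The methods of the paper describe no ChIP-seq analysis, and neither the labels nor the files state the aligner, the read counter, the peak caller's version and threshold, or whether duplicate reads were removed.

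The authors deposited read counts, with no normalization, for 169637 regions of 502 bp in all 10 libraries. A second deposited table holds the counts of the 9 H3K27ac libraries for 67387 of these regions together with a gene symbol, an annotation class and a distance to the nearest transcription start site (TSS). The counts of all 67387 regions were equal in both tables. The rule that selected the annotated regions was not stated. All of them lay within 99978 bp of a TSS and 100.0% had at least 10 counts in at least 3 libraries, but so did 89.4% of the other regions. The authors also deposited 1 peak list per H3K27ac library, called per library and not on pooled libraries, with the fold enrichment of each peak as a ratio over background and its p and q as −log10 values. These peak values are the authors' own. They were used to describe and filter peaks within a list, and the −log10 p of each peak also to match lists to count columns, where the highest value in a region, as log2(1 + value), was taken relative to the mean of the other lists. The genome build was not stated. Of 67341 annotated regions whose gene identifier was found in a RefSeq gene table of assembly GRCh38.p14, 93.3% named a transcript that lay within 1 kb of the bounds of that gene there. Coordinates are given as the deposited tables give them. No genome sequence was used, so GC content was not measured.

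The total count over all regions ranged from 6263443 to 10463351 per H3K27ac library, and was 1870885 for the input. No H3K27ac count exceeded 1152, the number that 1 read per start position and strand allows for a region of this width and reads of this length. Intervals have a confidence level of 95%, are exact binomial unless stated otherwise, and together with the floor of 3 counts set for a group at 0 cover counting error only.

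Groups were taken from the sample titles. The tests, the samples in each fit, the gene lists and the alternatives were fixed before the data were examined, except where a test is said to have been chosen later. Counts were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3): regions with low counts were removed with filterByExpr at its defaults (a minimum count of 10), library sizes were scaled with TMM, and the quasi-likelihood test (glmQLFit with robust estimation, glmQLFTest) was run in a single fit of the 9 H3K27ac libraries with a mean per group. This left 157919 regions, and p-values were adjusted over them with the Benjamini-Hochberg method at a threshold of 0.05. A called region is one past that threshold. Called regions within 1000 bp of each other were merged into loci for counting. Alternatives were DESeq2 1.42.0, library size without TMM, a loess offset against abundance (span 0.3), no filter, the annotated regions alone, only the libraries of both groups compared, a block for the replicate number, an adjusted p under 0.01, and leaving out each library in turn. A fit with library quality weights (voom in limma) and a fit on counts corrected for saturation at 1 read per position were added after the data had been seen.

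The replicate numbers in the titles are shared by the groups. For osimertinib DTP and DMSO, the deviations of same-numbered libraries from their group means had a Pearson correlation across regions of 0.334, 0.355 and 0.324, so the numbers paired these libraries under the rule set for this check (over 0.1 in every pair). For osimertinib DTP + AZD5153 the rule was not met, with −0.018, 0.553 and 0.362 against DMSO and 0.243, 0.026 and −0.24 against osimertinib DTP. The replicate block was fitted to all 3 groups all the same. The labels do not say what the number marks.

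Gene lists were tested with fry (limma), two-sided, with adjustment over the 9 pairs of list and comparison (alternatives: camera with the correlation estimated from the data, and 1 region per gene), on all annotated regions assigned to the genes of a list. The lists were 10 MAPK pathway output genes, 22 YAP and TAZ target genes (of which FOXF2 had no region) and 11 genes that the study tested or discussed. Regions at promoters were those in the class within 1 kb of a TSS. Super-enhancers were built from annotated regions over 2.5 kb from a TSS, stitched within 10 kb, ranked by the sum over their regions of the mean CPM of the 9 libraries, and split where the scaled rank curve had slope 1. Because only the annotated table carries classes and distances, both shares have annotated regions in the numerator and the counts of all regions in the denominator. Shares and peak numbers were compared with two-sided exact permutation tests, which cannot go below p = 0.1 with 3 against 3 libraries. Peaks were merged and intersected with bedtools 2.31.1, with an overlap of at least 1 bp. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. CPM are counts scaled to a fixed library total of 1e+06. For single regions, the total of a library was its count over the tested regions multiplied by its TMM factor. Log2 CPM for single regions were computed with a prior count of 2, and those for shares and library deviations with a pseudocount of 0.1 CPM.

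The genes named in the text follow a fixed rule. EGFR, MYC and HEXIM1 are always given, by their region with the highest mean count, and the 11 study genes only where that region was called in at least 1 comparison, which happened for none. Another gene of the rule is not reported here. In each comparison the 3 largest rises and the 3 largest falls are named among called regions with a mean abundance above the median, no overlap between libraries of both groups and a gene symbol, with 1 region per gene. Of both pathway lists, the genes whose highest region was called are summarised and the largest change in each direction is named.

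The count test was tested on simulated counts with the means, library sizes and dispersions of the real libraries, in which 200 of 157919 regions were changed in 1 group by 2-, 4-, 8- or 32-fold. At 2-fold, 0% of changed regions were called in any comparison, and at 4-fold 2% in each. At 8-fold the share was 26% for osimertinib DTP against DMSO, 32% for osimertinib DTP + AZD5153 against osimertinib DTP and 36% for osimertinib DTP + AZD5153 against DMSO, and at 32-fold it was 78%, 68% and 84%. There were 2, 0 and 4 false calls, and no called region had the wrong direction. Recovery depends on how many regions change, because the adjusted p-value does, so these shares describe 200 changed regions and not the real data. The 32-fold change was added after 2-, 4- and 8-fold changes had been seen to give low recovery. The list test (fry in limma) found the simulated raised list in each comparison, with unadjusted values of 4.6e-08, 2.1e-08 and 4.2e-09, and for unchanged lists it gave 0.0385, 0.589 and 0.562, of which the first lies below 0.05.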

Results

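H3K27ac was profiled in H1975 cells to compare drug-tolerant persister cells (DTPs), the cells that survive prolonged exposure to a drug, with untreated cells. DMSO controls were grown without drug for 21 days and then with DMSO for 3 days. Osimertinib DTPs were kept in 500 nM osimertinib, an inhibitor of mutant EGFR, for 24 days. The third group, osimertinib DTP + AZD5153, was first exposed to osimertinib at 500 nM, for 21 days, and then for 3 days to AZD5153 at 150 nM, a bivalent bromodomain inhibitor. The labels call this a sequential combination, and they do not say whether osimertinib was continued during those 3 days. Each group had 3 libraries. Total counts over all regions were 9405544, 10463351 and 8839536 in DMSO, 8850409, 9265614 and 8917226 in osimertinib DTP, and 10064505, 9505197 and 6263443 in osimertinib DTP + AZD5153, in order of replicate number.

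Replicates of DMSO correlated with each other at a Spearman coefficient of 0.870 to 0.898 across regions, and those of osimertinib DTP at 0.818 to 0.835. Replicates 1 and 2 of osimertinib DTP + AZD5153 correlated at 0.890, whereas replicate 3 correlated with them at only 0.430 and 0.354. Replicate 3 also had the lowest total, 9139 regions without a read and the largest share of counts in its top 1% of regions, 14.3% against 8.05% to 11.45% in the other 8 libraries. The first principal component held 40.6% of the variance and placed all DMSO libraries on 1 side of all treated libraries, and the second held 31.3% and placed replicate 3 apart from the other 8 libraries. No pair of replicates was a duplicated library, since the lowest chi-square per degree of freedom between replicates was 4.0.

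**Figure D1:**
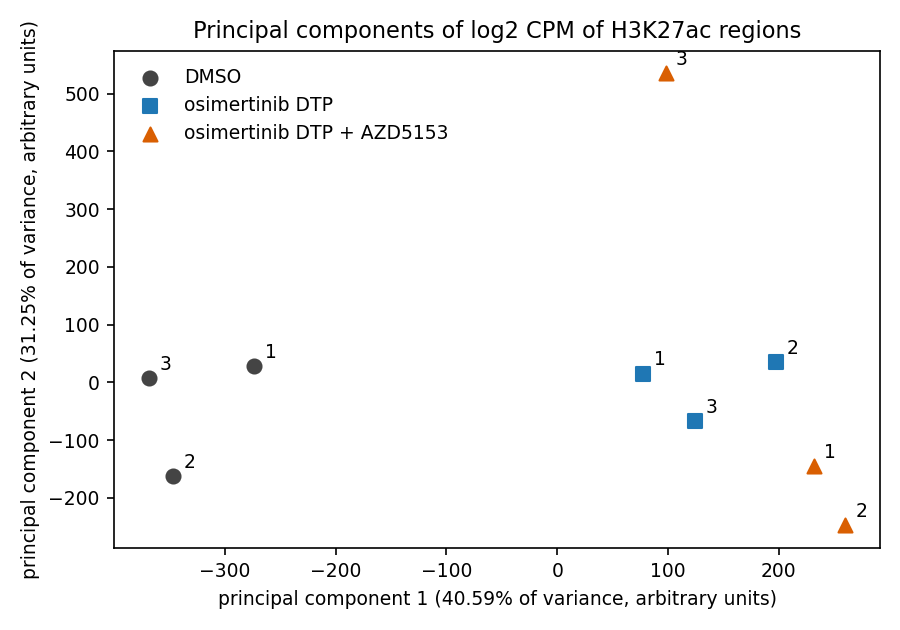
Principal components 1 and 2 of the log2 CPM of H3K27ac regions, in arbitrary units, with 1 point per library, marked by group and replicate number. DMSO lies at the left on component 1 (40.6% of variance), and replicate 3 of osimertinib DTP + AZD5153 lies apart at 535 on component 2 (31.3% of variance).

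The first comparison asked which regions gained or lost H3K27ac in osimertinib DTPs. Of 157919 regions tested with edgeR, 8814 had higher and 8107 had lower H3K27ac in osimertinib DTP than in DMSO (Benjamini-Hochberg adjusted p under 0.05), in 5531 and 5298 merged loci, and all of them changed at least 2-fold. Which direction had more regions depended on the fit: DESeq2 called 12497 higher and 15406 lower. The count depended on single libraries: without replicate 2 of DMSO it was 668 higher and 482 lower, and without replicate 3 of osimertinib DTP + AZD5153, which belongs to neither group and enters through the shared filter, scaling and estimate of the spread, it was 22942 and 20489. The median log2 fold change of all tested regions was 0.15 with TMM, 0.06 without it and 0.05 with a loess offset. Among called regions with an annotation, 14.4% of the higher and 9.25% of the lower ones lay at promoters within 1 kb, against 36.1% of all annotated regions.

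The largest rises and falls of this comparison lay in regions nearly without reads in 1 of the groups. The regions with the largest rises lay in introns. The region assigned to TAGAP (chromosome 6, 159083958 to 159084459) had 0 counts in the 3 DMSO libraries and 142 in the 3 osimertinib DTP libraries, at least 52.6-fold higher, and that of LINC00840 (chromosome 10, 43825269 to 43825770) had 0 and 124 counts, at least 45.9-fold higher. The region of NRXN3 (chromosome 14, 78682752 to 78683253) had 2 counts in DMSO and 636 in osimertinib DTP, a ratio of 353.5 (counting interval 97.5 to 2925.3). Of the falls, the region assigned to MIR146A (chromosome 5, 160539099 to 160539600, distal intergenic) went from 324 counts to 1, a ratio of 291.5 (51.9 to 11547.4). The region assigned to TCERG1L-AS1 (chromosome 10, 131085426 to 131085927, distal intergenic) changed by a log2 fold change of −6.23 ± 0.99 (SE, adjusted p = 0.00337), and that of MMP16 (chromosome 8, 88239565 to 88240066, intron) by −5.79 ± 0.82 (adjusted p = 0.00273). Without replicate 3 of osimertinib DTP the ratio was 207.6 (56.8 to 1724.1) at NRXN3 and 186.5 (33.2 to 7389.0) at MIR146A, and without replicate 1 of DMSO the lower bounds were 33.7-fold for TAGAP and 29.4-fold for LINC00840. Leaving out the only library with reads in the lower group left a bound in place of a ratio. It was at least 60.3-fold at MIR146A without replicate 1 of osimertinib DTP and at least 161.2-fold at NRXN3 without replicate 2 of DMSO.

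The second comparison asked what the treatment with AZD5153 changed relative to osimertinib DTPs. No region passed the threshold (0 higher and 0 lower of 157919). An unadjusted p under 0.05 was found for 7013 regions, no more than unchanged regions alone would give. In simulated counts 4.54% of unchanged regions had such a p for this comparison. Replicate 3 of osimertinib DTP + AZD5153 decided the number of called regions: without it 103 regions were higher and 95 lower. DESeq2 on all 9 libraries called 21 higher and 73 lower, with no adjusted p for 21464 regions. The median log2 fold change of all regions was 0.06 with TMM, −0.09 without it and 0.22 with a loess offset. With TMM but without replicate 3 of osimertinib DTP + AZD5153 it was −0.17. In simulated counts with 200 changed regions, 2% of 4-fold and 32% of 8-fold changes were recovered for this comparison, and recovery depends on how many regions change.

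The third comparison, osimertinib DTP + AZD5153 against DMSO, gave 14286 higher and 14232 lower regions, in 8898 and 9019 merged loci. Without replicate 3 of osimertinib DTP + AZD5153 the counts were 29786 and 27986, and without replicate 2 of DMSO they were 3943 and 4526. Higher regions made up 50.1% of the calls with TMM, 38.7% without it (9564 higher, 15152 lower) and 59.0% with a loess offset (17258 higher, 11983 lower). The median log2 fold change of all regions was 0.23, −0.02 and 0.30 in these fits. With TMM but without replicate 3 of osimertinib DTP + AZD5153 it was −0.11. TAGAP, LINC00840 and NRXN3 again had the largest rises, at least 65.4-fold and at least 52.5-fold for the first pair and a ratio of 303.9 (83.7 to 2517.1) for NRXN3. At NRXN3 the replicates of osimertinib DTP + AZD5153 had 56, 406 and 9 counts, and without replicate 2 the ratio was 65.7 (17.5 to 554.3). The largest falls were intronic: a region of INSC (chromosome 11, 15195393 to 15195894) with a ratio of 125.5 (42.7 to 610.8) from 486 counts to 3, 1 assigned to MIR5006 (chromosome 13, 41589665 to 41590166) with a ratio of 119.3 (32.8 to 989.7) from 308 counts to 2, and 1 of CDK6 (chromosome 7, 92625094 to 92625595) with a log2 fold change of −6.71 ± 0.79 (SE, adjusted p = 0.00114). Without replicate 2 of osimertinib DTP + AZD5153 the ratio at INSC was 80.1 (27.2 to 389.7), and without replicate 1 of DMSO, which leaves fewer reads behind the floor, the lower bounds were 41.9-fold for TAGAP and 33.6-fold for LINC00840.

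Whether AZD5153 moved the osimertinib DTP changes back towards DMSO was asked of the 16921 regions called in the first comparison. Of these, 46.4% (binomial interval 45.7% to 47.2%) had a log2 fold change of the opposite sign in osimertinib DTP + AZD5153 against osimertinib DTP. Because both comparisons share the osimertinib DTP libraries, unchanged libraries also give opposite signs: 10 simulated sets of unchanged osimertinib DTP + AZD5153 libraries gave a mean of 64.4%. The Spearman correlation of both log2 fold changes across all tested regions, called or not, was 0.03, against −0.23 in the simulated sets. It was not computed for the called regions alone, and regions are not independent replicates. Without replicate 1 of osimertinib DTP the share was 60.0%, the highest of the 9 fits that left out 1 library, and no unchanged libraries were simulated for those fits. Without replicate 3 of osimertinib DTP + AZD5153 the share was 43.8%, and of the regions called in both comparisons of that fit 66 moved back and 32 moved further.

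EGFR, MYC and HEXIM1 were examined at their regions with the highest mean count. The EGFR region (chromosome 7, 55133095 to 55133596, intron) had 76.96 ± 9.37 TMM-scaled CPM in DMSO, 79.3 ± 25.3 in osimertinib DTP and 105.03 ± 21.7 in osimertinib DTP + AZD5153 (SD, n = 3). Its raw counts were 739 to 846 in DMSO, 655 to 779 in osimertinib DTP and 659 to 891 in osimertinib DTP + AZD5153. The MYC region (chromosome 8, 127738012 to 127738513, promoter) had 83.2 ± 4.08, 111.3 ± 29.7 and 150.1 ± 58.4 CPM, and it had 220 counts in the input against a median of 10 over all regions. Its raw counts were 780 to 944 in DMSO, 896 to 1044 in osimertinib DTP and 1061 to 1123 in osimertinib DTP + AZD5153. These are close to the limit of 1152 that 1 read per position and strand sets. CPM of a count near its limit are higher by construction in libraries with a smaller TMM-scaled total. The HEXIM1 region (chromosome 17, 45147799 to 45148300, promoter) had 35.6 ± 8.67, 34.1 ± 8.22 and 47.6 ± 16.1 CPM. In osimertinib DTP + AZD5153 against DMSO their log2 fold changes were 0.45, 0.85 and 0.42 (adjusted p = 0.536, 0.205 and 0.605 in edgeR), with 0.45 turning to −0.17 under a loess offset. None of the 3 passed the threshold in any comparison of this fit. In fits chosen after the data had been seen, MYC passed it against DMSO with saturation-corrected counts (1.75, adjusted p = 0.0415) and HEXIM1 with library quality weights (0.72, adjusted p = 0.0407). For EGFR and HEXIM1 in osimertinib DTP against DMSO the log2 fold changes were 0.04 and −0.06 (adjusted p = 0.970 and 0.958 in edgeR), and their sign changed with the fit.

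**Figure D2:**
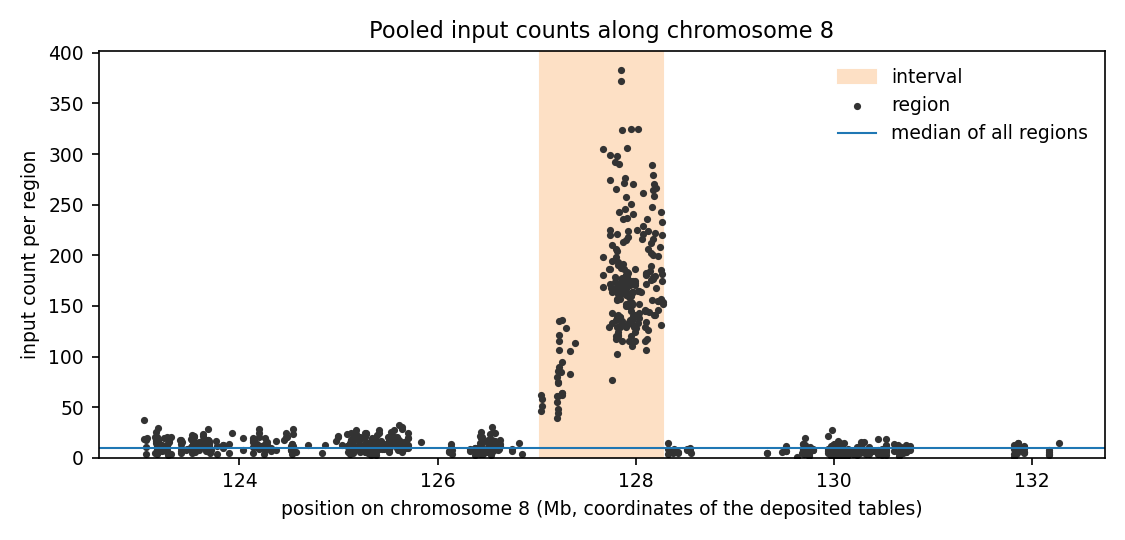
Counts of the pooled input per region (y axis) along chromosome 8 (x axis, Mb in the coordinates of the deposited tables), 1 point per region, with the median of all regions as a line. In the shaded interval of 1.23 Mb the median is 164.0 counts, against 10 over all regions.

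The 90 regions of the MAPK pathway output genes had a median log2 fold change of −1.22 in osimertinib DTP against DMSO (fry, adjusted p = 0.00918), with 70 regions lower and 20 higher, and 30 called over all regions (1 higher, 29 lower) against 44 adjusted over the list alone. The sign of the median depended on which regions were used: the single region per gene with the highest count gave a median of 0.33, with 7 higher and 3 lower (adjusted p = 0.917). The adjusted p was 0.0778 with camera at an estimated correlation, 0.0686 without replicate 1 of osimertinib DTP and 0.0756 without replicate 3 of that group. In osimertinib DTP + AZD5153 against osimertinib DTP the median was 0.66 (adjusted p = 0.0522), with 0 regions called over all regions and 0 adjusted over the list alone, and 78 of 90 regions higher. Scaling moved this result past the threshold (adjusted p = 5.25e-04 without TMM and 0.0166 with loess), as did leaving out replicate 2 of osimertinib DTP (0.0163), while the adjusted p was 0.0677 to 0.154 in the other 8 fits that left out 1 library. The highest values were those without replicate 1 of osimertinib DTP (median 0.47, adjusted p = 0.154) and without replicate 3 of that group (0.48, 0.152). Without replicate 3 of osimertinib DTP + AZD5153 the median was 0.30 (adjusted p = 0.0911), with 3 regions called higher over all regions and 13 called over the list alone. Against DMSO, the median in osimertinib DTP + AZD5153 was −0.54 (adjusted p = 0.0522) over all regions of the list but 0.43 with 1 region per gene, with 23 regions called over all regions (3 higher, 20 lower) and 27 adjusted over the list alone, and the adjusted p was 0.0345 without replicate 3 of osimertinib DTP + AZD5153, 0.0267 without replicate 2 of osimertinib DTP and 0.0657 to 0.136 in the other 7 fits that left out 1 library. Camera gave an adjusted p of 0.376 against DMSO and of 0.0778 against osimertinib DTP.

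Of the 10 MAPK pathway output genes, 1 had a called rise and 1 a called fall of its highest region in osimertinib DTP against DMSO. The ETV4 promoter region (chromosome 17, 43578928 to 43579429) rose with a log2 fold change of 2.68 ± 0.66 (SE, adjusted p = 0.0177, edgeR), although the 4 regions of ETV4 had a median of −2.20. The SPRY4 promoter region (chromosome 5, 142324588 to 142325089) fell with −2.91 ± 0.72 (adjusted p = 0.0173). Both calls were lost in 4 of the 9 fits that left out 1 library, with adjusted p up to 0.112 without replicate 3 of DMSO for ETV4 and 0.103 without replicate 2 of DMSO for SPRY4. Both were also called in osimertinib DTP + AZD5153 against DMSO (2.83 ± 0.67, adjusted p = 0.00902, and −2.25 ± 0.70, adjusted p = 0.0330). There, the ETV4 call was lost in 2 and the SPRY4 call in 6 of the 9 fits that left out 1 library. The adjusted p rose to 0.0653 for ETV4 without replicate 3 of DMSO and to 0.128 for SPRY4 without replicate 2 of DMSO. The replicate block gave 0.0591 for SPRY4.

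The 372 regions of 21 YAP and TAZ target genes had a median log2 fold change of 0.62 in osimertinib DTP against DMSO (fry, adjusted p = 0.1), 0.28 in osimertinib DTP + AZD5153 against osimertinib DTP (0.623) and 0.93 in osimertinib DTP + AZD5153 against DMSO (0.0720). None passed the threshold with all libraries, but without replicate 3 of osimertinib DTP + AZD5153 all 3 did, with medians of 0.61, 0.48 and 1.14 (adjusted p = 0.00891, 0.0202 and 0.00233). Over all regions, 60 of the 372 were called higher and 19 lower in the first comparison, 0 in the second and 95 higher and 23 lower in the third; adjusted over the list alone the counts were 111, 0 and 144. The largest change of a gene's highest region was at ANKRD1 (chromosome 10, 90930762 to 90931263, distal intergenic), with 2.63 ± 0.62 in osimertinib DTP against DMSO (SE, adjusted p = 0.0144, edgeR; 0.104 without replicate 3 of DMSO) and 3.05 ± 0.63 in osimertinib DTP + AZD5153 against DMSO (adjusted p = 0.00465). The promoter region of CCN2 was called in both of these comparisons and the distal region of CCDC80 in the latter, all higher. Each call was lost without replicate 3 of DMSO (adjusted p = 0.210, 0.0904 and 0.122). In all, these calls were lost in 5, 2 and 4 of the 9 fits that left out 1 library.

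The 100 regions of the 11 genes that the study tested or discussed had medians of −0.39, 0.23 and −0.12 in the 3 comparisons (fry, adjusted p = 0.0522, 0.623 and 0.0545), while 1 region per gene gave 0.28 and 0.39 in the first and the third. Over all regions 20, 0 and 27 were called, and adjusted over the list alone 28, 0 and 30. Without replicate 3 of osimertinib DTP + AZD5153 the adjusted p of the first was 0.00891, and with a loess offset it was 0.0155. With camera on all libraries it was 0.318.

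The share of counts in promoter regions was 33.8% ± 1.30 in DMSO, 37.99% ± 11.3 in osimertinib DTP and 38.9% ± 12.1 in osimertinib DTP + AZD5153 (SD, n = 3). The differences of 4.22, 0.93 and 5.15 percentage points in the 3 comparisons were smaller than the spread between replicates (two-sided exact permutation p = 0.9, 0.8 and 0.9; the smallest possible is 0.1). The spread came from replicate 2 of osimertinib DTP with 50.8% and replicate 3 of osimertinib DTP + AZD5153 with 52.9%. Leaving out the former changed the sign of the first difference to −2.17 points, and leaving out the latter changed the second to −6.05 and the third to −1.83 points.

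**Figure D3:**
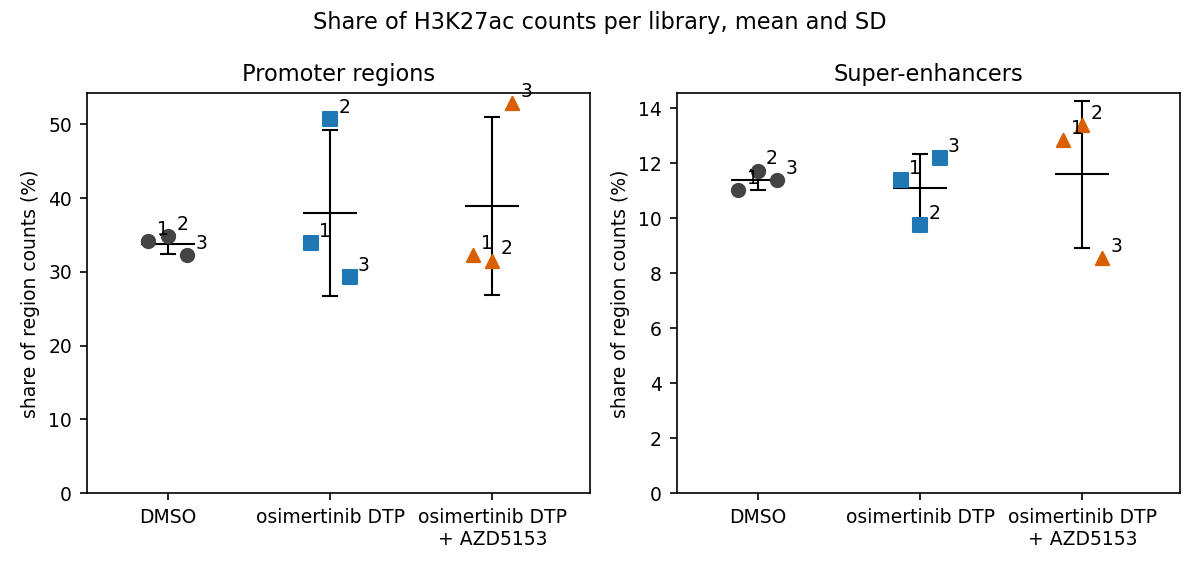
Share of region counts (%) in promoter regions and in super-enhancers, with 1 point per library, its replicate number, and the mean and SD of each group (n = 3). Replicate 2 of osimertinib DTP (50.8%) and replicate 3 of osimertinib DTP + AZD5153 (52.9%) lie above the other libraries at promoters.

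Stitching gave 14006 regions, of which 839 were super-enhancers, holding 7807 of the counted regions. Their share of counts was 11.4% ± 0.36 in DMSO, 11.1% ± 1.24 in osimertinib DTP and 11.6% ± 2.66 in osimertinib DTP + AZD5153 (SD, n = 3). The differences were −0.28, 0.49 and 0.21 percentage points (two-sided exact permutation p = 0.8, 0.8 and 1.0). Without replicate 3 of osimertinib DTP + AZD5153, which had 8.54%, the second was 2.02 and the third 1.74 points (exact permutation p = 0.2 and 0.1, the smallest possible with 3 against 2 being 0.1). The first changed sign without replicate 2 of osimertinib DTP, to 0.40 points.

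The deposited peak lists held 61557 ± 2532 peaks per library in DMSO, 62880 ± 8104 in osimertinib DTP and 60654 ± 3745 in osimertinib DTP + AZD5153 (SD, n = 3). None of the differences of 1323, −2226 and −903 peaks exceeded the spread (two-sided exact permutation p = 0.8 in each). Without replicate 2 of osimertinib DTP the first was 5669.5, with no overlap between the groups (exact permutation p = 0.1, the smallest possible). The length covered by peaks, in place of their number, was larger by 5.07 Mb in the first comparison (exact permutation p = 0.2). Its same-numbered differences, compared after the data had been seen, were 4.48, 2.73 and 8.005 Mb (exact p = 0.25, the smallest that 3 pairs can give). Each difference in peak number changed sign when 1 library was left out, such as replicate 3 of osimertinib DTP for the first (−2350) and the second (1447) and replicate 3 of osimertinib DTP + AZD5153 for the third (686). Peaks found in all 3 libraries made up 47.3% of the merged peaks in DMSO, 42.8% in osimertinib DTP and 25.7% in osimertinib DTP + AZD5153. With replicate 3 left out of the last group, 63.4% of merged peaks were shared by both remaining libraries, against 54.6% to 61.9% for any pair in the other groups.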

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

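The tests of copy number gain and of immunoprecipitated chromatin in the input were chosen only after the input counts had been seen, as was the paired test of a change between groups, while its unpaired test was planned. The pooled input, which enters no comparison, showed a signal in 1 interval of chromosome 8 (127038986 to 128272588, 1.23 Mb). Its 235 regions had a median of 164.0 input counts (39 to 383), against 10.0 over all regions and 9.0 over the rest of the chromosome, 18.2 times the latter. The 100 regions on either side had medians of 10.0 and 7.0 and maxima of 32 and 27, and the highest input count elsewhere was 66. The interval held 2.13% of the input counts in 0.139% of the regions, and it contains the region of MYC.

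If immunoprecipitated chromatin in the input were the whole cause, regions elsewhere with the same H3K27ac counts should have had similar input counts. Their median was 17, which argues against it. As part of the cause it stays open: regions of the interval with less H3K27ac had 0.712 times the median input of those with more (141.0 against 198.0), and input and H3K27ac counts had a Spearman correlation of 0.759 across the interval regions and 0.589 across the others. These values cannot tell a share of such chromatin from regions that are easier to sequence. A copy number gain in the cells needs raised input in regions with little H3K27ac too. This could not be tested: 0 of the 235 regions had a mean H3K27ac count at or below the median of all regions, 25.8 (the lowest was 39.8), and each had a raised input by the way the interval was bounded. A gain would raise the H3K27ac counts of its regions as well, so a lack of such regions does not argue against it. A gain stays open.

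Whether copy number changed between the groups could not be told from the H3K27ac libraries, since there was 1 input for all groups. The interval exceeded the rest of the chromosome by 2.70 ± 0.49 log2 CPM in DMSO, 2.95 ± 0.49 in osimertinib DTP and 3.25 ± 0.59 in osimertinib DTP + AZD5153 (SD, n = 3). The difference between osimertinib DTP and DMSO was 0.255 (two-sided exact permutation p = 0.6 without pairing, the smallest possible being 0.1). Between same-numbered libraries, which are paired here, the differences were 0.319, 0.392 and 0.053, all positive, and the exact p of 0.25 from sign flips is the smallest that 3 pairs can give. Effects of the treatments on this interval stay open.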

How the results depend on the processing

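The fits with library quality weights and with saturation-corrected counts and the tests of same-numbered pairs were chosen only after the data had been seen, and the other alternatives were planned. Of 800 alternative values of 58 results, 645 kept their direction and their side of the threshold or stayed near the reported value, 35 became weaker, 15 stronger, 70 moved and 35 reversed. The tally depends on how wide near is. For higher regions in osimertinib DTP against DMSO, 12497 against the reported 8814 counted as near and 5139 as moved. The tally also holds values that could reverse but not cross the threshold. The exact tests of shares and peak numbers cannot go below p = 0.1. A count of 0 called regions against a reported 0 was taken as kept. Where a value changed, the cause was not tested unless stated.

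Library quality weights (voom) gave 26618 higher and 23713 lower regions in osimertinib DTP against DMSO, 2965 and 2824 in osimertinib DTP + AZD5153 against osimertinib DTP, and 37608 and 39284 in osimertinib DTP + AZD5153 against DMSO; replicate 3 of osimertinib DTP + AZD5153 had the lowest weight, 0.144. With only the libraries of both groups compared, the first comparison gave 19930 and 18728 and the third 7762 and 8491. DESeq2 gave 12497 higher and 15406 lower regions in the first, 21 and 73 in the second and 20355 and 18870 in the third. An adjusted p under 0.01, a stricter threshold by construction, left 2036 and 1737 in the first and 4834 and 4964 in the third. The annotated regions alone, fewer by construction, gave 5139 and 5656 in the first and 7991 and 8534 in the third. More regions were lower than higher in the first also without TMM (5950 and 6219) and with loess (8454 and 9022). The replicate block gave 8433 and 8008 in the first, 0 and 0 in the second (8198 at an unadjusted p under 0.05) and 12445 and 15202 in the third. In the first and the third comparison, no region called in the reported fit was called in the opposite direction by an alternative; alternatives were not compared with each other.

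Across the 9 fits that each left out 1 library, the first comparison ranged from 668 to 22942 higher and 482 to 20489 lower regions, the second from 0 to 103 and 0 to 95, and the third from 3943 to 29786 and 4526 to 27986. The lowest counts of the first and of the third came without replicate 2 of DMSO, and the highest of all 3 without replicate 3 of osimertinib DTP + AZD5153. The share of osimertinib DTP changes with the opposite sign after AZD5153 was 49.2% with a loess offset, 49.5% with the replicate block, and 43.8% to 60.0% when 1 library was left out. Split by direction, it was 48.0% of higher and 44.7% of lower regions in the reported fit. Scaling moved both in opposite ways, to 55.7% and 37.5% without TMM and to 39.3% and 58.4% with a loess offset.

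When 1 library was left out, the difference in promoter share ranged from −2.17 to 8.58 percentage points in the first comparison, −6.05 to 7.32 in the second and −1.83 to 8.84 in the third. That in super-enhancer share ranged from −0.818 to 0.398, −0.411 to 2.02 and −0.689 to 1.74, and that in peaks from −2350 to 5669.5, −6572 to 1447 and −2967.5 to 686. The super-enhancer difference was 0.0101 as a median log2 CPM in the first and −0.0282 points over annotated regions in the third. In place of peak numbers, covered length differed by 5.07 Mb in the first, 0.0305 Mb in the second and 5.10 Mb in the third (exact permutation p = 0.2, 1.0 and 0.2). Pairing libraries by replicate number gave 3 positive differences of 3 for covered length in the first (exact p = 0.25) and mixed signs for both shares and for peak numbers (exact p = 1.0, 1.0 and 0.75). Shared peaks in DMSO, osimertinib DTP and osimertinib DTP + AZD5153 were 50.8%, 46.8% and 29.5% at q under 1e-05 and 41.4%, 30.8% and 17.5% with a reciprocal overlap of 50%. With 1 library left out they were 58.1% to 61.9%, 54.6% to 55.9% and 29.6% to 63.4%, higher by construction since only the remaining pair must share a peak.

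For the MAPK list in the first comparison, camera gave an adjusted p of 0.0778 at the same median of −1.22, 1 region per gene gave 0.33, the replicate block −1.17 (adjusted p = 0.0147), and leaving out 1 library −1.46 to −1.03 (adjusted p = 0.00267 to 0.0756). In the second comparison its median was 0.55 without TMM (adjusted p = 5.25e-04), 0.79 with loess (0.0166) and 0.30 to 0.95 when 1 library was left out. In the third it was −0.78 without TMM (6.75e-05), −0.57 with loess (0.0174), 0.43 with 1 region per gene and −0.71 to −0.38 when 1 library was left out. For the MAPK list camera gave an adjusted p of 0.0778 in the second and 0.376 in the third. With 1 region per gene fry gave 0.831 and 0.851. When 1 library was left out, the YAP and TAZ list ranged from 0.52 to 0.82, 0.0861 to 0.48 and 0.67 to 1.14 in the 3 comparisons. With camera its adjusted p was 0.414, 0.432 and 0.386. The list of study genes was −0.48 with loess (0.0155), 0.28 with 1 region per gene and −0.49 to −0.13 when 1 library was left out in the first, and −0.26 with loess (0.0229) and 0.39 with 1 region per gene in the third. When 1 library was left out it ranged from 0.11 to 0.23 in the second, and in the third from −0.46 without replicate 2 of osimertinib DTP + AZD5153 to −0.01 without replicate 2 of DMSO. For the study genes camera gave an adjusted p of 0.318, 0.414 and 0.386 in the 3 comparisons.

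Named regions were scored without TMM, with loess, with the replicate block and with DESeq2. They were also scored with saturation-corrected counts, with library quality weights and with 1 library left out. Of 21 called values of named regions, 19 stayed past the threshold in every such fit that used all libraries and 13 in every such fit. The remaining alternatives, such as an adjusted p under 0.01, were not scored for them. The EGFR region in the first comparison was −0.078 without TMM, −0.23 with loess, −0.073 with DESeq2, −0.133 with library quality weights and −0.19 to 0.27 when 1 library was left out, and −0.17 with loess in the third. The MYC region was −0.04 with loess in the second, and the HEXIM1 region −0.21 to 0.21 in the first when 1 library was left out. None of these was called. In the third comparison the MYC region passed the threshold with saturation-corrected counts (1.75, adjusted p = 0.0415), which raise counts near the limit most by construction. In the other fits its adjusted p was 0.0875 to 0.832. The HEXIM1 region passed it with library quality weights (0.72, adjusted p = 0.0407). In simulated counts with 200 changed regions, at most 2% of 4-fold changes were recovered.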

Other observations

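The splits of the libraries, the tests of weaker enrichment, an exchanged label and a gene-rich bias for replicate 3 of osimertinib DTP + AZD5153, the test of duplicate removal, the comparison of peak lists with count columns and the test of the MAPK rise without replicate 3 were chosen only after the result was seen, and the others were planned. With only the libraries of both groups fitted, 1 of the 10 splits of the 6 libraries gave as many called regions as osimertinib DTP against DMSO (the real split, 38658; the other 9 gave 0, in each case). For osimertinib DTP + AZD5153 against osimertinib DTP 10 of 10 splits did, since every split gave 0, as did the real one, with 7013 regions at an unadjusted p under 0.05 in the fit of all 9 libraries, no more than unchanged regions alone would give. For osimertinib DTP + AZD5153 against DMSO 1 of 10 did (16253, the others 0). With 10 splits the share is never under 0.1. Replicate numbers paired the libraries of osimertinib DTP and DMSO. There, 4 of the 10 splits part all 3 same-numbered pairs, the real split included, and 6 part 1 pair, and all other splits of either kind gave 0.

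Replicate 3 of osimertinib DTP + AZD5153 lay apart from replicates 1 and 2. Its lower depth alone does not give this: replicates 1 and 2 thinned to its total correlated at 0.876. Weaker enrichment would raise its correlation with the input, which was 0.319 against 0.465 to 0.537 in the other libraries. Its peak list points the other way, with 70.2% of peaks at q under 1e-05 against 75.2% to 88.9% in the other lists. Weaker enrichment of this library stays open. An exchanged label within the series would place it with another group, but its highest correlation with a library of another group was 0.587, below the lowest among other replicates (0.818). Cells without the raised interval of chromosome 8 would lower the library there, but its deviation inside minus outside was 1.16 log2. A bias along gene-rich and gene-poor sequence, as GC content gives, is a candidate explanation: its deviation correlated with the local number of promoter regions at 0.449 over 117323 regions away from promoters, positive on 23 of 23 chromosomes, against −0.338 to 0.129 in the other libraries. The sign alone does not set this library apart. In the other libraries the correlation was positive on 0 to 22 of 23 chromosomes, with 22 in replicate 3 of DMSO. GC content was not measured, and a biological difference of these cells was not tested.

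The peak list of osimertinib DTP replicate 3 is named for another cell line. A library from cells without the raised interval would be lower there by up to 4.19 log2, the log2 of the input ratio, if the other libraries come from cells that carry it. The deviation of its count column inside minus outside was −0.297, within the range of the other libraries (−0.697 to 1.155), which argues against such cells as the source of the counts. If the list came from another library than the count column, it should follow another column best. The −log10 p of its peaks relative to the other lists had a Spearman correlation of 0.430 across regions with the deviation of its own column and at most 0.165 with any other, and all 9 lists followed their own column best. The name stays unexplained.

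No region count passed 1152, the limit that 1 read per position and strand sets. The lowest library maximum was 89.9% of it and the highest 99.65%, and the maxima differed by 1.11 times while the totals differed by 1.67 times. Removal of duplicate reads before counting may account for this. No biological explanation was tested.

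Called regions lay at promoters less often than tested regions. Higher counts at promoters do not account for it: tested regions with the same mean counts lay at promoters in 27.7% of cases, against 11.8% of those called in osimertinib DTP against DMSO (28.6% against 14.1% in osimertinib DTP + AZD5153 against DMSO). Counts near the limit do not either, since called regions with low counts lay at promoters in 10.5%, against 21.9% of matched ones. A larger spread between replicates at promoters was not seen, as the spread there was 0.823 times that of other regions with the same mean count. A smaller change at promoters under treatment stays open as a hypothesis, and GC content was not measured.

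The regions of the MAPK pathway output genes fell in osimertinib DTP against DMSO. A single gene with many regions was not the whole cause, as the median stayed at −0.72 or lower whichever gene was left out (−0.724 without PHLDA1). A fall only away from promoters was not seen: the medians were −1.05 at promoters and −1.22 away from them, a gap of −0.169, and 72.6% of 10000 random gene sets had as large a gap. Of the regions with the highest count of each gene, 7 were higher and 3 lower, with a median of 0.33, and whether the fall depends on the count of a region was not tested. Lower MAPK output under osimertinib is a biological hypothesis that stays open. For the rise in osimertinib DTP + AZD5153 against osimertinib DTP, the median without replicate 3 was 0.303 (adjusted p = 0.0911), against 0.66 with it. These cannot be told apart from an effect of that library, since the result was at the threshold with it (0.0522).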
